A study of Arabidopsis thaliana with 15 samples. Its data were reported in "Extensive transcriptomic and epigenomic remodelling occurs during Arabidopsis thaliana germination" (2017).

How the data were processed

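DNA methylation was measured by MethylC-seq, in which genomic DNA is treated with bisulfite so that unmethylated cytosines are read as thymine while methylated cytosines are still read as cytosine. The samples were Arabidopsis thaliana Col-0 seeds and seedlings at 5 time points of germination with 3 replicate libraries each, 15 libraries in all. Drying in darkness lasted 14 days (0 h), then kept at 4 °C in the dark for 48 h (48 h S), and then moved to continuous light at 22 °C for 6 h (6 h SL), 24 h (24 h SL) or 48 h (48 h SL). The tissue is given as seed for the dry seeds, as germinating seed for the intermediate time points and as seedling for 48 h SL, so tissue and time cannot be separated at the ends of the series. Each library was made from 600 ng of DNA to which 0.5% lambda phage DNA had been added. Reads from the lambda DNA and from the organelles were not used here, so the conversion rate was not measured on unmethylated DNA; a background was estimated from the nuclear genome instead, as described further on.

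The authors trimmed single-end reads with Trim Galore, aligned them to TAIR10 with Bismark at default settings, removed reads sharing an alignment start with the Bismark deduplication tool, and wrote a genome-wide report of cytosines. The deposited table gives, for every cytosine of chromosomes 1 to 5 and for each library, the count of methylated calls and the count of unmethylated calls, with no normalization and no pooling of replicates. Removal of duplicates by start position limits the calls at one cytosine to about the read length. The table held 42859750 cytosines, of which 5567714 were in the CG, 6093657 in the CHG and 31198379 in the CHH context (H is A, C or T), and 1287094 of them (3.00%) had no call in any library. No position was listed more than once. All 42859750 positions matched, on their strand, a cytosine of the TAIR10.1 nuclear sequence, which holds 42859753 cytosines over both strands. Its RefSeq annotation was therefore used with the coordinates of the table. The contexts were taken from the table and not compared with the sequence. Every column of calls could be assigned to a library by its name. The deposited lists of differentially methylated regions (DMRs) hold other values, namely start and end coordinates without a score, a direction or a level. They were called by the authors over all time points with the time-series mode of HOME, and they are taken to precede the size filter that the study applied afterwards. This is an inference from their number, which exceeds what the study counted after the filter, and the lists do not state it.

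The methylation level of a context was the share of methylated calls among all calls, summed over the cytosines of a genome, a feature or a window (weighted level), with 1 value per library. Wilson 95% confidence intervals were computed for the level of each library and cover counting error only, since reads without molecular identifiers are not independent molecules. The widest of the 45 intervals for genome-wide levels spanned 0.0483 percentage points. Levels of each later time point were compared with 0 h, and of each time point with the one before it, by exact 2-sided permutation tests on 3 against 3 libraries, for which the smallest possible p is 0.1. A permutation F test with 100000 resamples compared all 5 time points, and an exact 2-sided permutation test compared the 3 libraries of 48 h SL with the other 12, for which there are 455 arrangements and the smallest possible p is 0.0022. Values of p were adjusted by the Benjamini-Hochberg method over the 3 contexts of each comparison. A difference was called separated when every library of one group lay on the same side of every library of the other, which chance gives in 10% of comparisons of 3 against 3.

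For changes at single loci, calls were summed in 300-bp windows. Windows with at least 3 covered cytosines of the context and at least 20 calls in every library were tested, which left 262767 CG windows (67.3% of all), 298662 CHG windows (75.9%) and 384799 CHH windows (97.0%). In the library with the fewest calls the median window held 35 CG, 37 CHG or 182 CHH calls. A quasi-binomial logistic model with 1 mean per time point was fitted to the methylated and unmethylated counts of all 15 libraries. The dispersion of each window was moderated over windows by the method of squeezeVar from limma 3.58.1, with a floor of 1, and quasi-likelihood F tests were made for each comparison and over the time course. The prior degrees of freedom were infinite for CG and CHG, which gives a common dispersion, and 14.0 for CHH. A window was called when its Benjamini-Hochberg adjusted p was below 0.05 and its group levels, with the calls of the libraries of a group summed, differed by at least 20 percentage points. Counts of DMRs by size of change used the same summed levels, whereas named loci are given as means of library levels. The test was applied to simulated calls in 20000 windows per context. They had the depths of the libraries, 1 mean per window over all libraries and the moderated dispersion of the model, and 200 windows were lowered by 30 points at 48 h SL. It recovered 194 (97.0%) of these in CG, 197 (98.5%) in CHG and 199 (99.5%) in CHH, and called no unchanged window. Without the size requirement, 5, 1 and 40 unchanged windows passed the adjusted threshold in CG, CHG and CHH, and unadjusted p fell below 0.05 in 4.17%, 3.89% and 6.68% of unchanged windows, so counts of CHH windows without a minimum difference are less reliable than counts of called windows. The simulated spread was that of the model itself, so the simulation cannot show whether the moderated dispersion was right for the data. In real windows with a level of 20% or more, the median dispersion was 1.307 in CG, 1.284 in CHG and 3.442 in CHH. The values toward which dispersions were moderated were lower, at 1.204, 1.115 and 1.544. Recovery of changes smaller than 30 points was not simulated.

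For the deposited DMRs, levels were recomputed from the calls in each region and library, and the same model was fitted to DMRs with at least 20 calls in every library. These regions were chosen on the same libraries, so this test describes how they hold across replicates and is not independent evidence. Overlaps between DMR lists were counted with bedtools 2.31.1 at 1 bp or more, beside 1000 seeded random placements of the DMRs on their own chromosomes. Features were protein-coding gene bodies, upstream regions (1000 bp upstream to 200 bp downstream of the start of a protein-coding gene), annotated pseudogenes, and the sequence outside genes and upstream regions. The annotation used held no features of transposable elements, so these were not analysed here as a class of their own. Annotated pseudogenes were used in their place, and how many of them are transposable elements was not examined. The chromosomes were also divided into 240 bins of 500 kb, of which 36 with less than 25% of their sequence in gene bodies were called gene-poor (15.1% of the genome). Enrichment of called CHH windows in features was measured against the 50538 tested windows with a level of at least 20% at 0 h, since no other window could fall by 20 points, and its 95% range and 2-sided p came from 1000 seeded circular shifts of the calls along each chromosome. The CHH trinucleotides were compared as CAA and CTA against the others, a division used because the chromomethylase CMT2 prefers CAA and CTA. A background was estimated in each library from the share of methylated calls in 195186 windows whose CG and CHG levels over all libraries were below 1%. Endosperm DNA was weighed with a list of 12 genes with low CG methylation in endosperm, written down before their levels were read, against 10000 random lists matched on level.

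The named loci followed a fixed rule: the upstream region of MYB74, which the study singled out, and the DMRs with the largest falls (3 in CHH, 2 in CHG and 2 in CG) and the largest rise (1 in each context) from 0 h to 48 h SL among those with at least 20 calls in every library and with separated libraries. The comparisons, tests, thresholds, alternatives and this rule were chosen before the data were examined. The gene-poor bins, levels with every tested window counting equally, subtraction of the background, moderation of the dispersion within classes of level, and DMR levels from cytosine fractions without a minimum depth were added afterwards. The alternatives were other coverage minimums, window sizes and minimum differences, thinning of all libraries to the shallowest one, a dispersion below 1, a fit of only the groups compared, removal of very deeply covered cytosines and windows, each chromosome left out, other upstream lengths and backgrounds, each library left out in turn, the replicate number as a block, limma 3.58.1 on log2 ratios of methylated to unmethylated calls with 1 added to each, and edgeR 4.0.16 on methylated and unmethylated counts, with its common dispersion estimated on 20000 windows. Counts of replicate libraries differed by more than sampling noise in every pair of a group, with a chi-square per window between 1.28 and 3.95, so no library was counted as a copy of another. No sequencing batch was given for the libraries. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.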

Results

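Cytosine methylation was read at single-base resolution over the course of Arabidopsis germination, from the dry seed (0 h) through cold stratification in the dark (48 h S) and into continuous light that lasted 6 h (6 h SL), 24 h (24 h SL) or 48 h (48 h SL). There were 3 replicate libraries at each of the 5 time points. The number of calls on chromosomes 1 to 5 differed widely between libraries. At 0 h the 3 libraries held 272191204, 196088777 and 218069478 calls, at 48 h S 382859061, 330391260 and 428839380, at 6 h SL 166709931, 215140358 and 208434623, at 24 h SL 97238997, 167742219 and 158391151, and at 48 h SL 339251465, 234908446 and 221011626. The deepest library (48 h S replicate 3) had a mean of 10.01 calls per cytosine and covered 96.0% of cytosines, and the shallowest (24 h SL replicate 1) had 2.27 calls per cytosine and covered 81.0%. The shallowest library also differed in its largest number of calls at any cytosine, which was 50, against 96 to 102 in the other 14 libraries. Few cytosines had at least 4 calls in every library (6.32% of CG, 5.81% of CHG and 7.52% of CHH), so levels were taken over many cytosines at a time.

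The first question was whether total methylation changed during stratification and with time in the light. In the CHH context the weighted level was 6.10% ± 0.271 (SD, n = 3) at 0 h, 5.70% ± 0.208 at 48 h S, 6.31% ± 0.567 at 6 h SL, 5.16% ± 0.283 at 24 h SL and 4.24% ± 0.856 at 48 h SL. The 5 time points differed (permutation F test, p = 0.0017, adjusted p = 0.0052 over 3 contexts). The level at 48 h SL was lower than that of the other 4 time points, whose 12 libraries had a mean of 5.82% ± 0.551 (exact permutation test, p = 0.00659, adjusted p = 0.0198). This adjusted p rose to 0.099 without 48 h SL replicate 2 or replicate 3. Between 0 h and 48 h SL, CHH methylation fell by 1.86 percentage points, a change of −30.5% from its starting level, and the libraries of the time points were separated (exact permutation test, p = 0.1, the smallest possible for 3 against 3, adjusted p = 0.3). The setting that moved this value most was the restriction to cytosines with at least 4 calls in every library, under which the level fell by 3.13 points. The CHH change from 0 h to 24 h SL was −0.939 points (exact permutation test, p = 0.1, separated, adjusted p = 0.1), and at 6 h SL it was 0.210 points above 0 h (exact permutation test, p = 0.7). At 48 h S it was lower than at 0 h by more than the spread, with a change of −0.406 points (exact permutation test, p = 0.1, adjusted p = 0.15). That change was 0.0300 points in the opposite direction when every 300-bp window counted equally. Of the steps between successive time points with all calls summed, only the one from 6 h SL to 24 h SL had separated libraries in CHH, with a change of −1.15 points, whereas the change from 24 h SL to 48 h SL was −0.921 points (exact permutation test, p = 0.3). With every window counting equally both steps were separated and the later one was the larger, at −0.747 and −1.16 points.

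In CG and CHG most changes with all calls summed were within the spread between libraries, except those at 24 h SL in both contexts and at 48 h S in CHG. The CG level was 26.9% ± 0.534 at 0 h, 26.1% ± 0.382 at 48 h S, 27.2% ± 1.26 at 6 h SL, 25.3% ± 0.685 at 24 h SL and 26.6% ± 2.73 at 48 h SL (SD, n = 3 libraries at each time point). The CHG level was 11.2% ± 0.412, 10.5% ± 0.315, 11.4% ± 0.952, 9.95% ± 0.496 and 10.8% ± 2.03 at the same time points. Neither context differed over the time course (permutation F test, p = 0.55 in CG and 0.53 in CHG, adjusted p = 0.55 in both). Without 48 h SL replicate 1, which had the highest level of any library in both contexts, this adjusted p was 0.043 in both. At 48 h SL the difference from 0 h was −0.268 points in CG (exact permutation test, p = 1.0) and −0.362 points in CHG (exact permutation test, p = 0.8). These directions depended on single libraries, since without 48 h SL replicate 3 the difference was 0.745 points in CG and 0.375 points in CHG, and without replicate 1 it was −1.82 and −1.52 points. With all calls summed, the small differences at 6 h SL were also carried by 1 library, being 0.273 points in CG, 0.208 in CHG and 0.210 in CHH, but −0.377, −0.286 and −0.0748 points without 6 h SL replicate 1. At 24 h SL both levels were below all 0 h libraries, with changes of −1.57 points in CG and −1.21 points in CHG (exact permutation test, p = 0.1 for each). At 48 h S the change was −0.800 points in CG (exact permutation test, p = 0.2) and −0.626 points in CHG (exact permutation test, p = 0.1, separated). Both changes at 48 h S had the opposite sign when every window counted equally, at 0.0893 points in CG and 0.0698 points in CHG. Compared with the other 4 time points together, 48 h SL differed by 0.256 points in CG and 0.0452 points in CHG (exact permutation test, adjusted p = 0.941 in both).

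Libraries differed in how evenly they covered the genome. The share of calls that fell in gene-poor bins ranged from 12.7% in 24 h SL replicate 1 to 16.1% in 48 h SL replicate 1, while the other 48 h SL libraries had 13.8% and 13.4%. When every tested 300-bp window counted equally, the gap between 48 h SL replicate 1 and the other 48 h SL libraries shrank from 4.65 to 0.612 points in CG, from 3.46 to 0.566 points in CHG and from 1.40 to 0.437 points in CHH. On this scale, CHH methylation was 5.82% ± 0.0867 at 0 h, 5.85% ± 0.0823 at 48 h S, 5.95% ± 0.125 at 6 h SL, 5.20% ± 0.186 at 24 h SL and 4.05% ± 0.331 at 48 h SL (SD, n = 3). It differed over the time course (permutation F test, p = 7e-05, adjusted p = 0.00021), and between 0 h and 48 h SL it fell by 1.77 points, a change of −30.4%. With every window equal, the directions at 6 h SL and 48 h SL no longer depended on single libraries. The differences from 0 h with any 1 library left out were 0.110 to 0.164 points in CG, 0.0570 to 0.154 in CHG and 0.0759 to 0.2004 in CHH at 6 h SL, and −0.536 to −0.191 in CG and −0.700 to −0.362 in CHG at 48 h SL. The CG level was 24.4% at 0 h and 24.1% at 48 h SL, and the CHG level 9.41% and 8.90%. With the smaller spread both contexts now differed over the time course (permutation F test, adjusted p = 0.043 in CG and 0.018 in CHG). The background, measured in windows with almost no CG or CHG methylation, was 0.279% of CHH calls at 0 h and 0.584% at 48 h SL, where the 3 libraries had 0.615%, 0.783% and 0.353%.

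**Figure D1:**
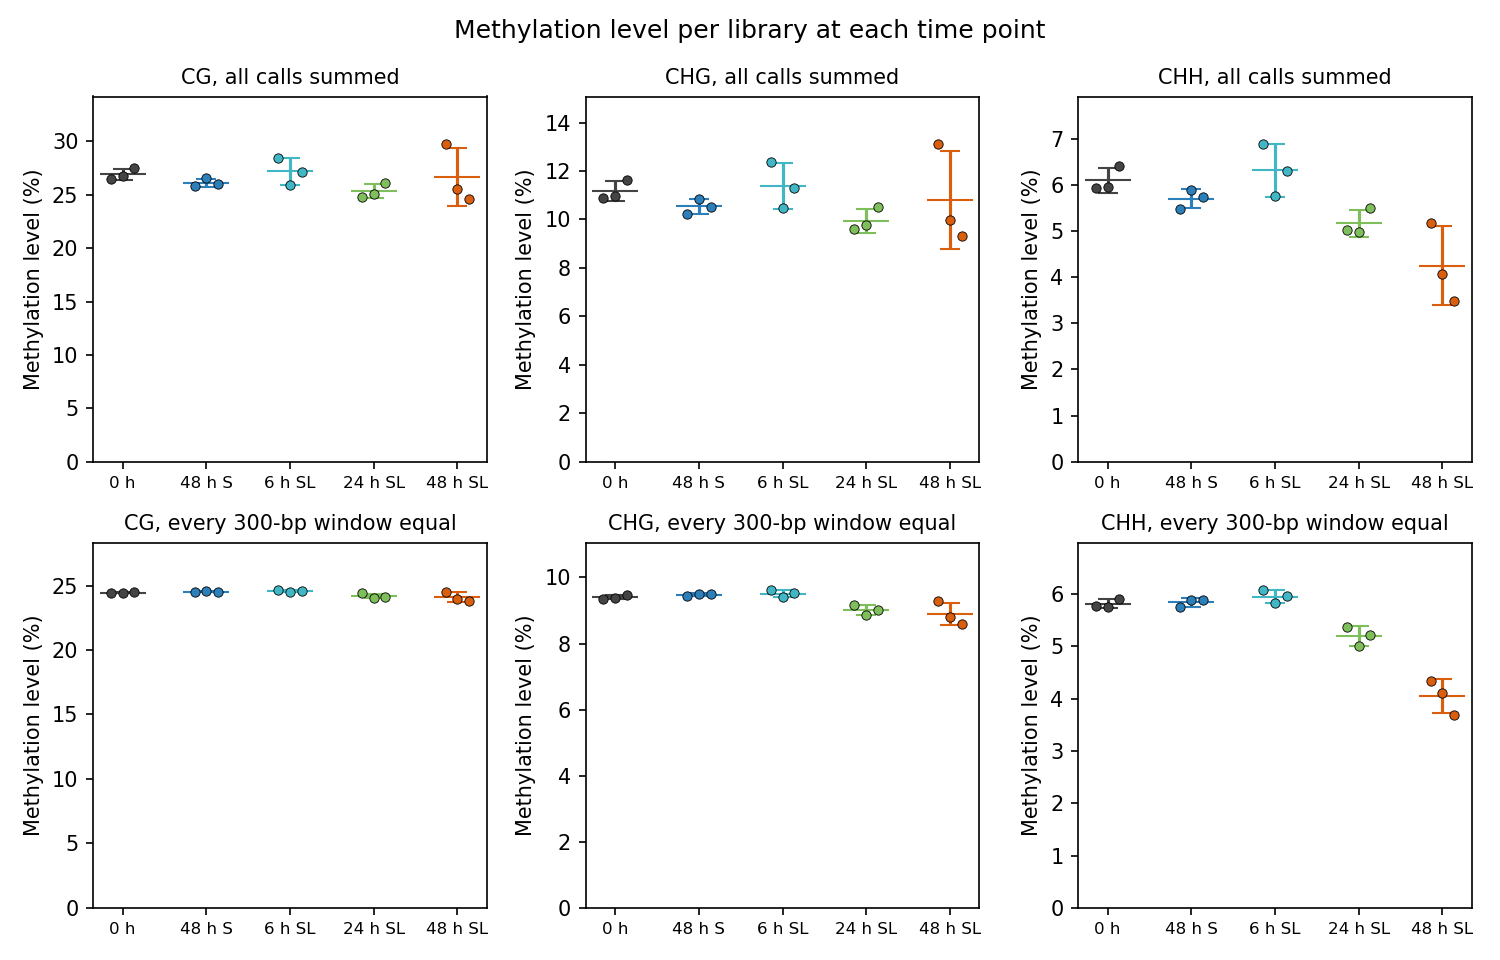
Methylation level (%, y axis) at each time point (x axis) in the CG, CHG and CHH contexts, with all calls summed (top) and with every 300-bp window counting equally (bottom). Points are libraries, horizontal bars are means and whiskers 1 SD (n = 3); the mean CHH level with all calls went from 6.10% at 0 h to 4.24% at 48 h SL.

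Along the chromosomes, CHH methylation was lower at 48 h SL than at 0 h in 227 of 240 bins of 500 kb. The bin with the highest level at 0 h (TAIR10 chromosome 1, 14500001 to 15000000) went from 22.7% to 15.6%, and the median bin from 2.90% to 2.21%.

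**Figure D2:**
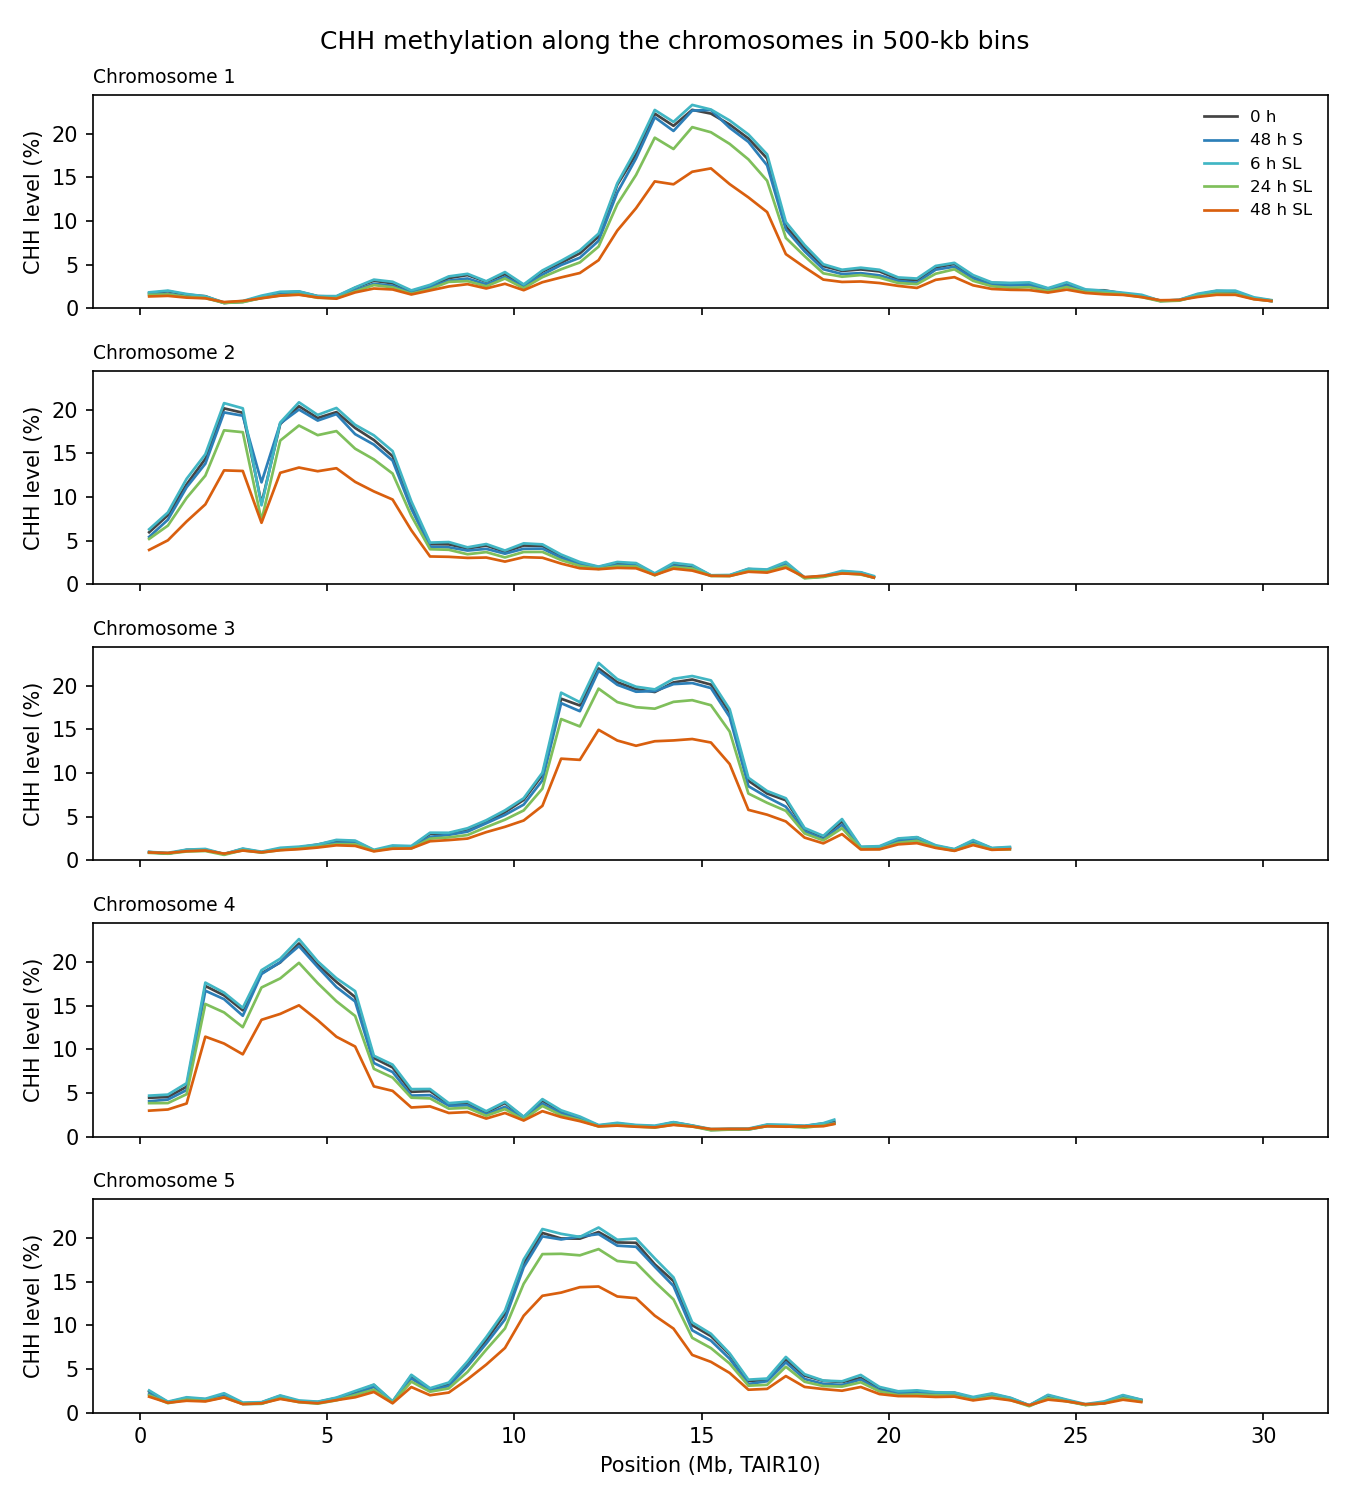
CHH methylation level (%, y axis) in 500-kb bins along chromosomes 1 to 5 (x axis, position in Mb), each line being the mean of the 3 libraries of a time point. The lines for 48 h SL lie lowest across the methylated central parts of the chromosomes, at 15.6% against 22.7% at 0 h in the most methylated bin.

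To ask which loci changed, calls were compared in 300-bp windows with a quasi-binomial model, and windows were called at an adjusted p below 0.05 with a difference of at least 20 percentage points. In CHH, 7526 of 384799 windows were lower at 48 h SL than at 0 h and 0 were higher. The 3 libraries of each time point were separated in 99.5% of the called windows, where chance gives 10%, although the model had already chosen these windows for their difference. The median change of the lower windows was −24.9 points. The setting that moved the count most was the absence of a minimum difference, with 58477 windows past the adjusted threshold, of which 48031 were lower and 10446 higher. Smaller windows of 100 bp gave 23917 calls and windows of 1000 bp gave 1101. By limma the count at 20 points was 7487 lower and by edgeR 7518 lower, with 0 higher in both. At 24 h SL, 88 CHH windows were lower than at 0 h and 0 were higher. This count was 55 without 24 h SL replicate 2, 175 without 24 h SL replicate 3, 0 by limma and 3 by edgeR. Before that the quasi-binomial model called 0 CHH windows, both for 48 h S against 0 h (20386 at an unadjusted p below 0.05) and for 6 h SL against 0 h (18445 at an unadjusted p below 0.05), and limma and edgeR called 0 in either comparison. In successive steps the model called 0 CHH windows from 48 h S to 6 h SL (20210 at an unadjusted p below 0.05, and 0 by limma and edgeR). From 6 h SL to 24 h SL, 183 were lower and 1 was higher, and from 24 h SL to 48 h SL, 2267 were lower and 0 higher. Without 24 h SL replicate 3, the count from 6 h SL to 24 h SL was 326 in place of 184.

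In CHG, 364 of 298662 windows were lower and 5 were higher at 48 h SL than at 0 h. Without 48 h SL replicate 1 this total of 369 became 618, and it was 171 by limma and 194 by edgeR. At 24 h SL 16 windows were lower and 0 higher, at 6 h SL 0 were lower and 3 higher, and at 48 h S the model called 0 (10877 at an unadjusted p below 0.05, and 0 by limma and edgeR). The count at 24 h SL was 26 without 24 h SL replicate 1, and limma and edgeR called 0 at 24 h SL and at 6 h SL. From 24 h SL to 48 h SL 64 CHG windows were lower and 3 higher. This total of 67 was 37 without 24 h SL replicate 3. In CG, 26 of 262767 windows were lower and 47 were higher at 48 h SL than at 0 h, and this total of 73 became 138 (85 lower and 53 higher) without 48 h SL replicate 1, 6 by limma and 12 by edgeR. Of the earlier comparisons with 0 h, the model called 1 CG window at 48 h S, 5 at 6 h SL and 16 at 24 h SL, where limma and edgeR called 0, and these counts changed with single libraries. The first was 6 without 0 h replicate 1 and 0 without any of the 48 h S libraries, the next was 2 without 6 h SL replicate 1 and 9 without 6 h SL replicate 3, and the last was 31 without 0 h replicate 1 and 28 to 30 without any of the 24 h SL libraries. Over the time course as a whole, the model called 228 CG, 765 CHG and 10363 CHH windows, against 4, 182 and 10053 by limma and 27, 329 and 10230 by edgeR.

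The deposited DMRs numbered 14888 in CG, 10655 in CHG and 22441 in CHH, with median lengths of 267, 558 and 106 bp. To see how these regions behaved in each replicate, their levels were recomputed from the calls. In CHH DMRs the mean level was 45.6% ± 0.405 (SD, n = 3) at 0 h, 45.4% ± 0.384 at 48 h S, 47.0% ± 0.849 at 6 h SL, 39.0% ± 1.10 at 24 h SL and 25.1% ± 1.25 at 48 h SL. In CHG DMRs it went from 55.5% ± 0.237 at 0 h to 50.6% ± 1.43 at 48 h SL, and in CG DMRs from 69.3% ± 0.0852 to 68.2% ± 1.20. Of the 22041 CHH DMRs with at least 20 calls in every library, 98.8% were lower at 48 h SL than at 0 h, and the libraries were separated in 82.6%. Among 10610 CHG DMRs 82.1% were lower and 34.4% separated, and among 14549 CG DMRs 56.3% were lower and 31.7% separated. Chance separates the libraries of 10% of regions, and these regions had been selected on the same libraries.

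**Figure D3:**
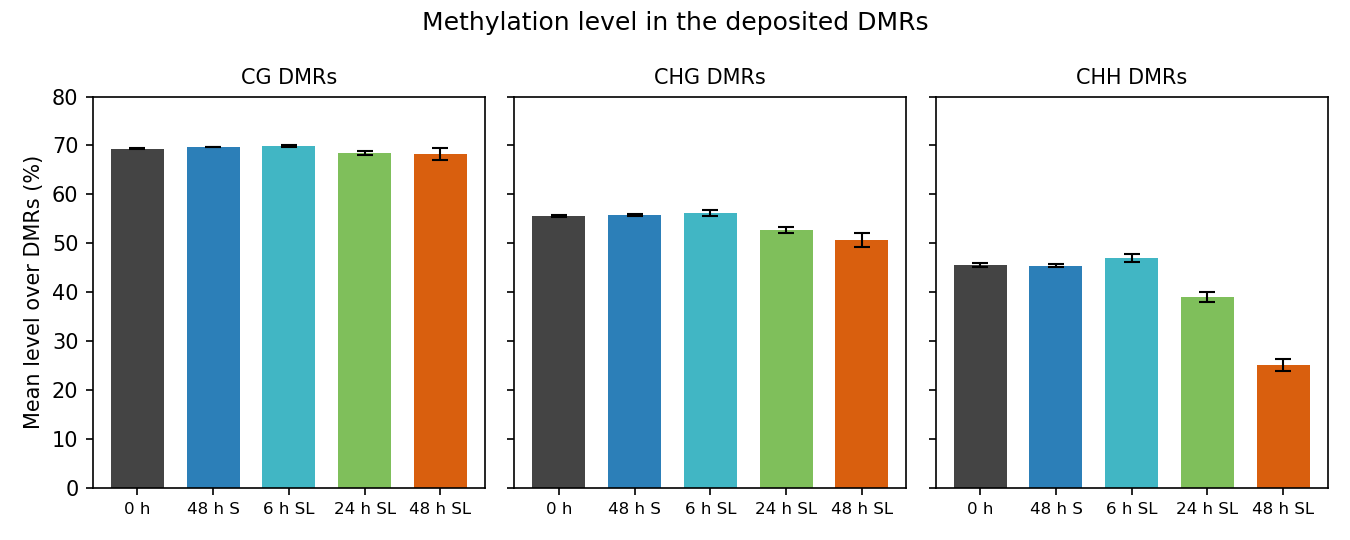
Mean methylation level (%, y axis) over the deposited DMRs of each context at the 5 time points (x axis). Bars are means and whiskers 1 SD over 3 libraries; the CHH level was 45.6% at 0 h and 25.1% at 48 h SL.

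Most CHH DMRs changed by a wide margin, in contrast to those of the other contexts. With the calls of the 3 libraries summed at each time point, a level at any later time point at least 20 points away from 0 h was found in 12033 CHH, 197 CHG and 30 CG DMRs. The setting that moved these counts most was the minimum difference, with 20608, 2184 and 3203 DMRs at 10 points. At 48 h SL itself, 11778 CHH DMRs were at least 20 points lower than at 0 h and 0 were higher. The quasi-binomial model called 11760 of them at an adjusted p below 0.05. In CHG 188 were lower and 1 was higher by at least 20 points, all of them called by the model. In CG 0 DMRs were lower and 9 were higher by at least 20 points, and the model called 0 lower and 8 higher (4468 CG DMRs had an unadjusted p below 0.05). Without a minimum difference the balance was reversed, with 2001 CG DMRs past the adjusted threshold as lower and 638 as higher. The small CG counts depended on single libraries. The 8 called became 33 without 48 h SL replicate 1 and 25 to 29 without any other library of 0 h or 48 h SL, and the 30 moved became 76 without 0 h replicate 1. In CHG the 189 called became 297 without 48 h SL replicate 1.

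Of the 7526 called CHH windows, 7086 (94.2%) overlapped a deposited CHH DMR, compared with 7.84% of all tested windows. Whether the contexts changed at the same loci was asked by overlapping the DMR lists. At 1 bp or more, 6324 of 10655 CHG DMRs (59.4%) overlapped a CHH DMR, where random placement gave a mean of 11.6%. Of 14888 CG DMRs, 3206 (21.5%) overlapped a CHH DMR (8.01% at random) and 4131 (27.7%) overlapped a CHG DMR (9.64% at random). In each comparison the observed count was above the highest of 1000 random placements, which were 1331, 1299 and 1545 DMRs. Random placement took no account of where methylated sequence lies. It therefore cannot tell a shared change from a shared location of methylation. With only DMRs that had moved by at least 20 points in both lists, which shortens the lists, 186 of 197 CHG DMRs (94.4%) overlapped a CHH DMR, while 1 of 30 CG DMRs overlapped a CHH DMR and 0 of 30 overlapped a CHG DMR.

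To ask where in the genome CHH methylation was lost, levels were taken over annotated features. Protein-coding gene bodies had a CHH level of 1.04% ± 0.0675 at 0 h and 0.994% ± 0.249 at 48 h SL (SD, n = 3), a difference within the spread (exact permutation test, p = 0.9). The background rose by 0.305 points over the same interval, which is more than this difference. With all calls summed, a loss in gene bodies was therefore not detectable without a correction for the background. At cytosines with at least 4 calls in every library, the change in gene bodies was −0.403 points with no background subtracted. In upstream regions the CHH level with all calls summed went from 4.06% ± 0.194 to 2.82% ± 0.560. In annotated pseudogenes it went from 20.7% ± 0.387 to 15.0% ± 1.59, and outside genes and upstream regions from 12.96% ± 0.427 to 8.15% ± 1.06. The libraries were separated in these 3 classes (exact permutation test, p = 0.1 for each, the smallest possible). The share of the 0 h level that was left at 48 h SL was 69.4% in upstream regions, 72.4% in pseudogenes and 62.9% outside genes and upstream regions. No background was subtracted from these levels, and its rise adds most to the share left where the level is low, so the shares are not comparable between features of different level. Gene-poor bins went from 19.6% ± 0.383 to 13.2% ± 1.295 and gene-rich bins from 3.80% ± 0.203 to 2.72% ± 0.617, both separated. Restriction to cytosines with at least 4 calls in every library moved the CHH change most in upstream regions, to −2.11 points, and in pseudogenes, to −7.34 points, whereas outside genes and upstream regions it moved most without 48 h SL replicate 1, from −4.80 to −5.39 points. In pseudogenes, CG methylation also went from 87.5% ± 0.363 to 83.7% ± 2.27 and CHG methylation from 58.7% ± 0.340 to 55.2% ± 2.68, with separated libraries (exact permutation test, p = 0.1 for each). CG and CHG levels in gene bodies and upstream regions were not separated, and the direction of their differences rested on single libraries of 48 h SL. In gene bodies the difference was −0.118 points in CG and 0.192 without replicate 3, and 0.110 points in CHG and −0.107 without replicate 1. In upstream regions it was 0.424 points in CG and −0.518 without replicate 1, and −0.175 points in CHG and 0.236 without replicate 3. The CHH difference in gene bodies, −0.0439 points, was likewise 0.0922 without replicate 3.

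Called CHH windows were then set against the 50538 tested windows that could have fallen by 20 points. Of the called windows 28.3% lay in upstream regions, against 14.4% of the background, a ratio of 1.97 (p = 0.002 by circular permutation of the calls, the smallest that 1000 shifts can give). The ratio was 1.22 outside genes and upstream regions, 0.141 in pseudogenes, 0.446 in gene-poor bins and 1.57 in gene-rich bins, all at the same smallest p by circular permutation, and 0.873 in gene bodies (p = 0.394). These ratios depended on the starting level of the windows. Against background windows matched on the 0 h level, the ratio was 1.01 in upstream regions, 1.02 outside genes and upstream regions, 0.689 in pseudogenes, 1.07 in gene-poor bins and 0.982 in gene-rich bins. The depletion in pseudogenes was the only one of these that kept its direction and its side of the threshold under all 4 alternatives. Whether it concerns decayed genes or transposable elements annotated as pseudogenes was not examined.

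Because methyltransferases differ in the trinucleotides they prefer, CHH levels were also separated by sequence. CAA and CTA had a level of 9.59% ± 0.371 at 0 h and 7.004% ± 1.10 at 48 h SL (SD, n = 3), so that 73.0% was left. The other CHH trinucleotides went from 4.52% ± 0.223 to 2.98% ± 0.659, with 65.9% left. The ratio of the first class to the second rose from 2.12 ± 0.0261 to 2.37 ± 0.148, and the libraries were separated (exact permutation test, p = 0.1, the smallest possible). At cytosines with at least 4 calls in every library the rise in this ratio was 0.205 in place of 0.25. Of single trinucleotides, the smallest share was left at CCC (58.0%) and the largest at CAA (74.5%).

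The share of CHH methylation left at 48 h SL differed with the level of the windows, which were grouped by their level at 48 h S because these libraries enter neither the start nor the end of the comparison. Here the background of each library was subtracted first, unlike in the shares given for features and trinucleotides. Windows at 5 to 10% had 63.0% of their 0 h level left, windows at 10 to 20% had 68.3%, the highest of the 7 classes, and windows at 60% or more had 55.1%. Between the last of these and windows at 10 to 20% there was a gap of 13.3 points that ranged from 9.84 to 16.7 over the 3 libraries of 48 h SL. At 24 h SL the share left was between 85.5% and 89.7% in all classes.

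**Figure D4:**
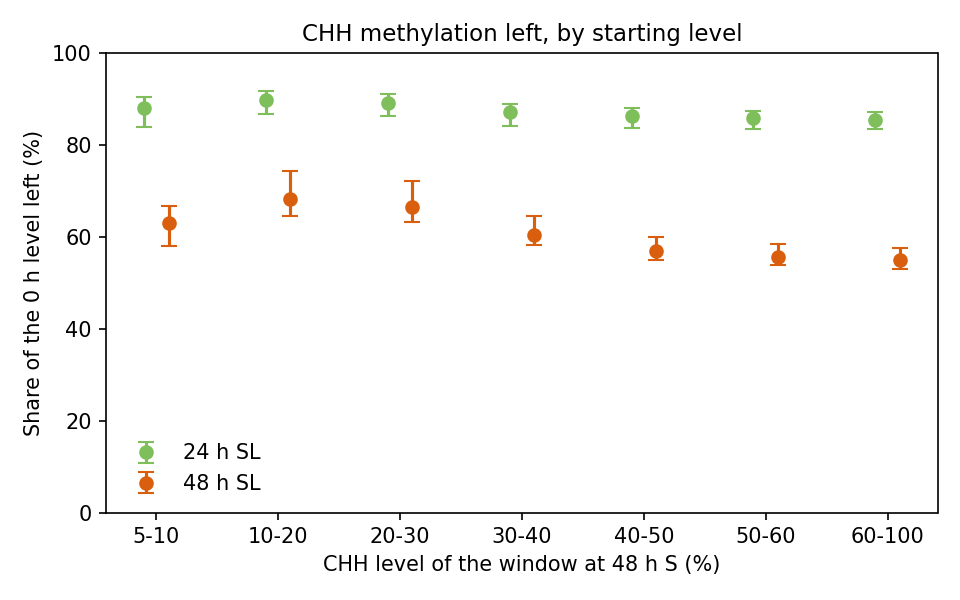
Share of the 0 h CHH level left after subtraction of each library's background (%, y axis) at 24 h SL and 48 h SL in windows grouped by their CHH level at 48 h S (x axis, %). Points are the share for the mean of 3 libraries and whiskers the lowest and highest library; at 48 h SL the share was 68.3% in windows at 10 to 20% and 55.1% in windows at 60% or more.

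The upstream region of MYB74 (AT4G05100), a transcription factor gene that the study singled out, lies at TAIR10 chromosome 4, 2617372 to 2618571, ahead of the gene at 2618372 to 2619947. Its CHH level was 16.4% ± 1.12 (SD, n = 3) at 0 h, 18.8% ± 2.63 at 48 h S, 17.8% ± 3.24 at 6 h SL, 12.6% ± 1.16 at 24 h SL and 9.82% ± 2.11 at 48 h SL, over 300 cytosines with 840 to 3772 calls per library. The libraries of 0 h and 48 h SL were separated (exact permutation test, p = 0.1). A deposited CHH DMR inside this region (2617823 to 2617994) went from 84.1% ± 1.98 to 47.2% ± 5.005, with 131 to 740 calls per library. CG methylation of the upstream region (18.0% ± 3.37 at 0 h and 20.6% ± 5.34 at 48 h SL) and CHG methylation (12.7% ± 2.22 and 12.1% ± 1.18) did not differ beyond the spread (exact permutation test, p = 0.6 and 0.7).

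Among all CHH DMRs with separated libraries, the largest fall between 0 h and 48 h SL was at chromosome 4, 14250844 to 14250933, where the level went from 85.2% ± 8.59 to 34.2% ± 25.8 (SD, n = 3) over 25 cytosines with 41 to 195 calls per library. The region lies outside exons, within 1 kb upstream of the protein-coding gene ckl3 (AT4G28880) and 124 bp from AT4G28870. The next largest was at chromosome 1, 11895642 to 11895685, from 75.5% ± 10.3 to 26.6% ± 7.90, upstream of the pseudogene AT1G32830. The third, at chromosome 1, 13567130 to 13567144, went from 74.3% ± 8.40 to 25.5% ± 14.7 over 6 cytosines and had no annotated gene within 1 kb. The largest CHH rise was in an exon of the pseudogene AT3G42434 (chromosome 3, 14567988 to 14568008), from 9.30% ± 3.59 to 21.4% ± 6.35, and its level had already been 30.8% ± 4.90 at 48 h S.

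In CHG the largest falls were at chromosome 3, 18976880 to 18977143, from 88.3% ± 5.76 to 49.7% ± 4.53 in a region 781 bp from AT3G51090, and at chromosome 2, 2326809 to 2327223, from 66.5% ± 5.51 to 29.2% ± 6.28, overlapping an exon of the non-coding gene AT2G05995. The largest CHG rise, from 60.4% ± 3.85 to 81.1% ± 8.59, was at chromosome 3, 18268597 to 18268662, upstream of AT3G49270, and it was 16.8 points without 48 h SL replicate 1. In CG the largest falls were at chromosome 4, 5016938 to 5017007, from 93.2% ± 3.51 to 72.9% ± 13.9 upstream of the pseudogenes AT4G08102 and AT4G08103, and at chromosome 3, 15756894 to 15756998, from 58.0% ± 3.05 to 37.8% ± 15.2 in a partly coding stretch of DCL3 (AT3G43920). Both CG falls were just over 20 points as means of library levels and under 20 points with calls summed, so they are not among the counts of DMRs that moved. As means they were also under 20 points without 48 h SL replicate 3, at −14.6 and −12.9 points. The largest CG rise was in AT1G11170 (chromosome 1, 3743163 to 3743443), partly in coding exons, from 29.3% ± 12.7 to 56.4% ± 3.10, and it was 19.9 points without 0 h replicate 3. These CHG and CG regions had 6 to 12 cytosines and between 20 and 137 calls per library, and all of the named DMRs were picked for the size of their change.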

Values the study reported

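The study reported 12,654 loci with differential methylation in the CHH context over its time course, after regions with a small change had been removed. It counted 12,439 CHH DMRs with lower methylation. For CG it gave 18 DMRs with lower methylation, of which 2 overlapped CHH DMRs that were also lower, and for CHG it gave 224 DMRs, of which 216 overlapped CHH DMRs.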

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

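The settings with every window counting equally, with the background subtracted, with the dispersion moderated within level classes and with DMR levels from cytosine fractions without a minimum depth, and the results for gene-poor and gene-rich bins, were chosen after the results were seen. In all, 1391 alternatives were computed for 76 results. Of these, 1051 kept the direction and the side of the threshold (or stayed within 1.5 times a count or within 1 SD of a value), 340 did not, and for 21 results every alternative did. A change in level within 1 SD counted as kept even where its sign was reversed. The 21 thus include results whose direction rested on single libraries. One is the CG change from 0 h to 48 h SL, which went from −1.82 to 0.745 points with 1 library left out. Except where stated, the cause was not tested.

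The fall of CHH methylation between 0 h and 48 h SL had the same direction under all 11 settings that kept every library and in all 6 that left out 1 of the compared libraries, with changes between −3.13 and −1.48 points. It was −2.86 points as a mean of cytosine fractions and −3.13 points as a weighted level when only cytosines with at least 4 calls in every library were used. These cytosines had a CHH level of 8.86% at 0 h, against 6.10% for all cytosines. At 24 h SL the CHH change of −0.939 points was −1.24 points at those cytosines and −0.611 points with every window equal. The adjusted p for CHH over the time course lay between 0.00015 and 0.027 in the alternatives that changed 1 choice, and it was 9e-05 with every window equal and the background subtracted together. For 48 h SL against the other time points in CHH, the adjusted p lay between 0.0066 and 0.048 in the settings that kept every library, and between 0.016 and 0.099 with 1 library left out. It was 0.099 without 48 h SL replicate 2 or replicate 3.

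Differences in the level at 48 h S from 0 h depended on how cytosines were weighted. In CG the change of −0.800 points became 0.123 points as a mean of fractions, −0.0947 at cytosines with at least 4 calls in every library and 0.0893 with every window equal. In CHG −0.626 became 0.0933, −0.0333 and 0.0698, and in CHH −0.406 became 0.123, −0.0123 and 0.0300 under the same settings. At 24 h SL the CG change of −1.57 points became −0.156 as a mean of fractions and −0.237 with every window equal, and the CHG change of −1.21 points became −0.579 and −0.391. Over the time course, the adjusted p of 0.55 became 0.028 in CG and 0.00034 in CHG as a mean of fractions, and 0.043 and 0.018 with every window equal. It ranged from 0.043 (without 48 h SL replicate 1) to 0.79 (without 24 h SL replicate 1) in both contexts with 1 library left out. For 48 h SL against the other time points, the small positive differences in CG and CHG turned negative. In CG the adjusted p was then 0.064 as a mean of fractions and 0.029 with every window equal. In CHG it was 0.0066 as a mean of fractions, 0.14 at cytosines with at least 4 calls in every library, 0.020 with every window equal and 0.91 with the background subtracted. With 1 library left out the adjusted p ranged from 0.099 to 1.0 in both contexts. The direction turned negative in both without 48 h SL replicate 1 (0.099), and in CHG also without 48 h S replicate 1 (1.0), 24 h SL replicate 1 (0.94) or 24 h SL replicate 2 (0.96).

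In features, cytosines with at least 4 calls in every library gave CHH changes between 0 h and 48 h SL of −0.403 points in gene bodies, −2.11 in upstream regions, −7.34 in pseudogenes, −7.78 in gene-poor bins and −2.23 in gene-rich bins. The ratios of called CHH windows changed with the background. Against all tested windows, which include those too low to fall by 20 points, they were 0.0998 in gene bodies, 1.61 in gene-poor bins and 0.901 in gene-rich bins. Matched on the 0 h level they were 0.923 in gene bodies (now outside the range of the shifts), 1.01 in upstream regions (now inside it), 1.07 in gene-poor bins and 0.982 in gene-rich bins. At a minimum difference of 30 points the ratio outside genes and upstream regions was 0.985. The rise in the ratio of CAA and CTA to other CHH levels kept its direction in all 7 alternatives, at 0.183 to 0.329.

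Counts of DMRs moved most with the minimum difference, by construction. At 10 points, 3203 CG, 2184 CHG and 20608 CHH DMRs had moved from 0 h, and 1284, 1204 and 17820 were called at 48 h SL. At 30 points, 0 CG, 12 CHG and 2828 CHH DMRs had moved, and 0, 12 and 2823 were called. With at least 40 calls per library, which leaves fewer DMRs, 6 CG and 105 CHG DMRs had moved and 4 and 103 were called. As a mean of cytosine fractions 48 CG DMRs had moved, and 50 with no minimum depth. With 1 library left out, the 30 moved CG DMRs became 31 (without 48 h S replicate 2) to 76 (without 0 h replicate 1) and the 8 called became 8 (without 48 h S replicate 1) to 33 (without 48 h SL replicate 1). The 197 moved CHG DMRs became 191 (without 48 h SL replicate 2) to 307 (without 48 h SL replicate 1), and the 189 called became 183 to 297 without the same libraries. Overlaps of at least 50% of the DMR were found for 1111 CG DMRs with CHH and 2327 CHG DMRs with CHH. Among DMRs that had moved by at least 20 points, the overlaps were 1 for CG with CHH, 186 for CHG with CHH and 0 for CG with CHG, and at 30 points, where 12 CHG and 0 CG DMRs were left to overlap, they were 0, 10 and 0. The CHG DMRs with a CHH overlap were 59.4% of all, 94.4% at 20 points and 83.3% at 30 points, so their count fell with the length of the lists. The share of CG DMRs fell as well, from 21.5% to 3.33% with CHH and from 27.7% to 0 with CHG at 20 points.

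The following window counts differed from the reported ones by more than 1.5 times. A comparison is given as the later time point from the earlier one. With windows of 100 bp, the number of called CG windows became 6 for 48 h S from 0 h and 11 for 24 h SL from 6 h SL. In CHG it became 0 for 6 h SL from 48 h S. In CHH it became 50 for 48 h S from 0 h, 168 for 6 h SL from 0 h, 1890 for 24 h SL from 0 h, 23917 for 48 h SL from 0 h, 67 for 6 h SL from 48 h S, 2682 for 24 h SL from 6 h SL, 11373 for 48 h SL from 24 h SL and 34716 for the time course. With windows of 1000 bp, the number of called CG windows became 0 for 48 h S from 0 h, 6 h SL from 0 h, 6 h SL from 48 h S and 48 h SL from 24 h SL, 1 for 24 h SL from 0 h and 24 h SL from 6 h SL, 2 for 48 h SL from 0 h and 7 for the time course. The CHG number became 0 for 6 h SL from 0 h and 6 h SL from 48 h S, 2 for 24 h SL from 0 h, 37 for 48 h SL from 0 h, 5 for 24 h SL from 6 h SL, 4 for 48 h SL from 24 h SL and 84 for the time course. The CHH number became 1 for 24 h SL from 0 h and 24 h SL from 6 h SL, 1101 for 48 h SL from 0 h, 115 for 48 h SL from 24 h SL and 1610 for the time course.

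At a minimum difference of 10 points, the number of called CG windows became 15 for 48 h S from 0 h, 10 for 6 h SL from 0 h, 79 for 24 h SL from 0 h, 1616 for 48 h SL from 0 h, 20 for 6 h SL from 48 h S, 110 for 24 h SL from 6 h SL, 121 for 48 h SL from 24 h SL and 3446 for the time course. The CHG number became 3 for 48 h S from 0 h, 5 for 6 h SL from 0 h, 32 for 24 h SL from 0 h, 1653 for 48 h SL from 0 h, 6 for 6 h SL from 48 h S, 72 for 24 h SL from 6 h SL, 117 for 48 h SL from 24 h SL and 2900 for the time course. The CHH number became 809 for 24 h SL from 0 h, 25477 for 48 h SL from 0 h, 1484 for 24 h SL from 6 h SL, 12645 for 48 h SL from 24 h SL and 32298 for the time course. At a minimum difference of 30 points, the number of called CG windows became 0 for 48 h S from 0 h, 6 h SL from 0 h and 6 h SL from 48 h S, 1 for 24 h SL from 0 h and 48 h SL from 0 h, 3 for 24 h SL from 6 h SL, 2 for 48 h SL from 24 h SL and 7 for the time course. Among CHG windows it became 1 for 6 h SL from 0 h, 0 for 24 h SL from 0 h, 6 h SL from 48 h S and 24 h SL from 6 h SL, 33 for 48 h SL from 0 h, 4 for 48 h SL from 24 h SL and 66 for the time course. Among CHH windows it became 3 for 24 h SL from 0 h, 1522 for 48 h SL from 0 h, 5 for 24 h SL from 6 h SL, 136 for 48 h SL from 24 h SL and 2501 for the time course. With no minimum difference, the number of called CG windows became 22 for 48 h S from 0 h, 16 for 6 h SL from 0 h, 133 for 24 h SL from 0 h, 4442 for 48 h SL from 0 h, 25 for 6 h SL from 48 h S, 173 for 24 h SL from 6 h SL, 198 for 48 h SL from 24 h SL and 8243 for the time course. In CHG it became 4 for 48 h S from 0 h, 6 for 6 h SL from 0 h, 42 for 24 h SL from 0 h, 1780 for 48 h SL from 0 h, 9 for 6 h SL from 48 h S, 85 for 24 h SL from 6 h SL, 132 for 48 h SL from 24 h SL and 3205 for the time course. In CHH it became 867 for 24 h SL from 0 h, 58477 for 48 h SL from 0 h, 1608 for 24 h SL from 6 h SL, 18606 for 48 h SL from 24 h SL and 54129 for the time course. Counts fall with a higher minimum by construction.

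With at least 10 calls per library, the number of called CG windows became 2 for 48 h S from 0 h, 3 for 6 h SL from 0 h and 118 for 48 h SL from 0 h. Among CHG windows it became 1 for 48 h S from 0 h, 631 for 48 h SL from 0 h and 1197 for the time course. With at least 40 calls per library, which leaves fewer windows, the number of called CG windows became 0 for 48 h S from 0 h and 6 h SL from 0 h, 5 for 24 h SL from 0 h, 11 for 48 h SL from 0 h and 24 h SL from 6 h SL, 2 for 6 h SL from 48 h S, 7 for 48 h SL from 24 h SL and 45 for the time course. In CHG it became 1 for 6 h SL from 0 h, 94 for 48 h SL from 0 h, 25 for 48 h SL from 24 h SL and 222 for the time course. With every library thinned to the shallowest, the number of called CG windows became 0 for 48 h S from 0 h, 6 h SL from 0 h and 6 h SL from 48 h S, 5 for 24 h SL from 0 h, 18 for 48 h SL from 0 h, 7 for 24 h SL from 6 h SL, 1 for 48 h SL from 24 h SL and 97 for the time course. The CHG number became 0 for 6 h SL from 0 h and 6 h SL from 48 h S, 4 for 24 h SL from 0 h, 147 for 48 h SL from 0 h, 5 for 24 h SL from 6 h SL, 7 for 48 h SL from 24 h SL and 272 for the time course. The CHH number became 1 for 48 h S from 0 h, 6 for 6 h SL from 0 h, 257 for 24 h SL from 0 h, 4 for 6 h SL from 48 h S and 400 for 24 h SL from 6 h SL. Depth thus limits the CG and CHG counts, which were lower after thinning wherever they moved, while the CHH counts that moved were higher. Without very deeply covered windows, the number of called CG windows became 0 for 48 h S from 0 h and 3 for 6 h SL from 0 h.

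By limma, the number of called CG windows became 0 for 48 h S from 0 h, 6 h SL from 0 h, 24 h SL from 0 h, 6 h SL from 48 h S, 24 h SL from 6 h SL and 48 h SL from 24 h SL, 6 for 48 h SL from 0 h and 4 for the time course. Among CHG windows it became 0 for 6 h SL from 0 h, 24 h SL from 0 h, 6 h SL from 48 h S, 24 h SL from 6 h SL and 48 h SL from 24 h SL, 171 for 48 h SL from 0 h and 182 for the time course. Among CHH windows it became 0 for 24 h SL from 0 h and 43 for 24 h SL from 6 h SL. In CG at 48 h SL, 3 of these were lower and 3 higher than at 0 h. By edgeR, the number of called CG windows became 0 for 48 h S from 0 h, 6 h SL from 0 h, 24 h SL from 0 h, 6 h SL from 48 h S and 48 h SL from 24 h SL, 12 for 48 h SL from 0 h, 2 for 24 h SL from 6 h SL and 27 for the time course. In CHG it became 0 for 6 h SL from 0 h, 24 h SL from 0 h and 6 h SL from 48 h S, 194 for 48 h SL from 0 h, 1 for 24 h SL from 6 h SL, 4 for 48 h SL from 24 h SL and 329 for the time course. In CHH it became 3 for 24 h SL from 0 h and 6 for 24 h SL from 6 h SL. In CG at 48 h SL, 8 of these were lower and 4 higher, in place of 26 lower and 47 higher. With the dispersion moderated within level classes, the number of called CG windows became 0 for 48 h S from 0 h, 6 h SL from 0 h, 6 h SL from 48 h S and 48 h SL from 24 h SL, 1 for 24 h SL from 0 h and 24 h SL from 6 h SL, 29 for 48 h SL from 0 h and 27 for the time course. The CHG number became 0 for 6 h SL from 0 h and 6 h SL from 48 h S, 2 for 24 h SL from 0 h, 1 for 24 h SL from 6 h SL, 7 for 48 h SL from 24 h SL and 482 for the time course. The CHH number became 4 for 24 h SL from 0 h and 31 for 24 h SL from 6 h SL. With only the 2 groups compared in the fit, the number of called CG windows became 3 for 6 h SL from 0 h and 13 for 48 h SL from 24 h SL. Among CHH windows it became 1 for 48 h S from 0 h, 5 for 6 h SL from 0 h, 167 for 24 h SL from 0 h, 3 for 6 h SL from 48 h S and 281 for 24 h SL from 6 h SL.

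With the replicate number as a block, the number of called CG windows became 0 for 48 h S from 0 h, 6 h SL from 0 h, 24 h SL from 0 h, 48 h SL from 0 h, 6 h SL from 48 h S, 24 h SL from 6 h SL, 48 h SL from 24 h SL and the time course. The CHG number became 0 for 6 h SL from 0 h, 24 h SL from 0 h, 6 h SL from 48 h S, 24 h SL from 6 h SL and 48 h SL from 24 h SL, 3 for 48 h SL from 0 h and 1 for the time course. In CHH the block left 7524 windows for 48 h SL from 0 h. Libraries with the same replicate number did not deviate together from the means of their time points, with correlations over windows between −0.0184 and 0.0216, so the numbers do not pair the libraries. The block nonetheless removed nearly all CG and CHG calls. The cause was not tested and a fault of the fit in these contexts was not excluded, so the CG and CHG counts with the block decide nothing.

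With 1 library left out, the CG counts went from 0 (without 48 h S replicate 1) to 6 (without 0 h replicate 1) for 48 h S from 0 h, from 2 (without 6 h SL replicate 1) to 9 (without 6 h SL replicate 3) for 6 h SL from 0 h, from 12 (without 0 h replicate 2) to 31 (without 0 h replicate 1) for 24 h SL from 0 h, from 73 (without 48 h S replicate 1) to 138 (without 48 h SL replicate 1) for 48 h SL from 0 h, from 1 (without 6 h SL replicate 1) to 16 (without 6 h SL replicate 3) for 6 h SL from 48 h S, from 21 (without 0 h replicate 1) to 37 (without 6 h SL replicate 3) for 24 h SL from 6 h SL and from 17 (without 48 h S replicate 1) to 35 (without 24 h SL replicate 3) for 48 h SL from 24 h SL. The CHG counts went from 0 (without 0 h replicate 2) to 1 (without 0 h replicate 1) for 48 h S from 0 h, from 1 (without 0 h replicate 2) to 5 (without 0 h replicate 1) for 6 h SL from 0 h, from 11 (without 0 h replicate 3) to 26 (without 24 h SL replicate 1) for 24 h SL from 0 h, from 338 (without 48 h SL replicate 2) to 618 (without 48 h SL replicate 1) for 48 h SL from 0 h, from 1 (without 48 h S replicate 3) to 4 (without 48 h S replicate 1) for 6 h SL from 48 h S and from 37 (without 24 h SL replicate 3) to 78 (without 48 h SL replicate 1) for 48 h SL from 24 h SL. The CHH counts went from 0 (without 0 h replicate 1) to 1 (without 6 h SL replicate 2) for 6 h SL from 0 h, from 55 (without 24 h SL replicate 2) to 175 (without 24 h SL replicate 3) for 24 h SL from 0 h, from 0 (without 0 h replicate 1) to 1 (without 48 h SL replicate 2) for 6 h SL from 48 h S and from 144 (without 24 h SL replicate 2) to 326 (without 24 h SL replicate 3) for 24 h SL from 6 h SL. The CHH count for 48 h SL from 0 h stayed between 7226 (without 48 h SL replicate 3) and 8669 (without 48 h SL replicate 1).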

Other observations

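Among the tests in this part, those of uneven coverage (with every window counting equally), of the small CHH rises and of the background subtraction, and the limit on what the trinucleotide comparison can decide, were chosen only after the result was seen.

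The fall of CHH methylation between 0 h and 48 h SL was weighed against technical causes. Incomplete conversion of unmethylated cytosines adds methylated calls, so better conversion in the seedling libraries could give a false fall. The background argues against this, since it was 0.305 points higher at 48 h SL than at 0 h and would by itself have raised the level. Uneven coverage of methylated regions could also shift a level summed over all calls. With every window counting equally, the level still fell by 1.77 points, and the libraries were separated. The smaller fall at 24 h SL might have come from replicate 1 of that time point, the library with the lowest depth and with at most 50 calls at any cytosine. Without that library, and with every window equal, the level fell by 0.699 points, which argues against that library as the whole cause. Errors of alignment were not tested, and no batch is given for the libraries. The tissue changes from seed to seedling along with time in this design, so a change in the mix of cells and a loss of methylation within cells both remain open as untested biological differences.

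Part of the spread at 48 h SL may be technical. The weighted CG level of 48 h SL replicate 1 was 4.65 points above the mean of the other two libraries, and this library had the largest share of calls in gene-poor bins (16.1%). With every window counting equally the gap was 0.612 points. The larger part of the gap is therefore in line with uneven coverage of methylated regions, and the rest was left unexplained.

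A dilution of CHH methylation by DNA replication, at one rate everywhere, would leave the same share of the starting level in all windows. After subtraction of the background, the share left at 48 h SL was instead 13.3 points higher in windows at 10 to 20% than in windows at 60% or more, and at least 9.84 points higher in every library of 48 h SL. Shares did not fall steadily with the level, since windows at 5 to 10% had 63.0% left and windows at 10 to 20% had 68.3%, the highest of the classes. Unequal shares argue against dilution at one rate as the only cause. Dilution that is opposed by maintenance in some windows, or a change in the mix of cells, could give unequal shares and was not tested.

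If only RNA-directed methylation were lost and methylation by CMT2 kept, CAA and CTA would keep their level. Measured from 48 h S, these trinucleotides kept 6.64 points more of their level than the other CHH trinucleotides at 48 h SL (2.66 to 9.44 over the libraries). Their own share kept was 77.4%, between 66.2% and 90.4% in single libraries. In gene-poor bins it was 71.8%, against 63.1% for the other trinucleotides. The direction is what a loss of RNA-directed methylation may give, yet CAA and CTA lost methylation as well. Whether that loss was of CMT2 methylation or of RNA-directed methylation at the same trinucleotides cannot be told apart, because levels by trinucleotide do not separate the enzymes.

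Unlike the 7526 called CHH windows, which were all lower at 48 h SL than at 0 h, called CG windows were more often higher at a minimum difference of 20 points. Of the 73 called CG windows, 47 were higher at 48 h SL, with a median of 42.3% at 0 h and 63.8% at 48 h SL, and 19 of them (40.4%) lay in gene bodies, against 13 of the 26 lower windows and 73.7% of all tested windows at 20 to 80%. A candidate explanation is endosperm DNA with low CG methylation in the seed samples, since its loss in the seedling could raise CG levels. For 12 genes listed for low CG methylation in endosperm, with a mean level of 31.5% at 0 h, the median CG change was 0.925 points, 9 of the 12 rose, and the changes ranged from −1.89 to 3.99 points. This median was at percentile 87.5 of 10000 random lists matched on level. It was above the median of the random lists (0.322 points) but not outside their range, and with 12 genes an effect of endosperm DNA cannot be told apart from none. The excess of higher windows depended on the setting. It was kept with windows of 100 bp (71 higher and 19 lower), with the dispersion moderated within level classes (20 and 9), with at least 40 calls per library (9 and 2), with only the groups compared in the fit (46 and 25) and with any library other than 48 h SL replicate 1 left out. It was lost or reversed in others. Without 48 h SL replicate 1, 53 were higher and 85 lower, at a minimum of 10 points 549 were higher and 1067 lower, and with no minimum 695 were higher and 3747 lower. In addition, limma called 3 higher and 3 lower, edgeR 4 higher and 8 lower, and the model on libraries thinned to the shallowest 4 higher and 14 lower.

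Without a minimum difference, 10446 CHH windows were higher at 48 h SL than at 0 h, although 0 rose by 20 points. Their median level went from 0.103% to 1.20%, and 90.4% of them were below 2% at 48 h SL, near the background. After the background of each library was subtracted, 2881 windows were still higher, so higher non-conversion in the 48 h SL libraries could account for many of them but cannot be told apart from small rises in the rest. After the subtraction 47228 windows were lower, against 48031 before it, and 7808 of them by at least 20 points, against 7526.

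Other splits of the libraries were used to ask whether a grouping without meaning would give as many calls. For the time course, 1 of 100 splits of the 15 libraries gave as many called windows as the real grouping in CG, 1 in CHG and 1 in CHH, namely the real one, so chance can be excluded as the cause of these counts. The highest count among the other splits was 650 in CHG and 9992 in CHH, against 765 and 10363 for the real one. For 3 against 3 libraries there are 10 splits, so chance cannot be excluded by this test at any count. Between 0 h and 48 h SL the real grouping was the only 1 of 10 to give as many calls in CG, CHG and CHH, and the highest count of another split was 14, 21 and 0. The same held for the DMRs called between 0 h and 48 h SL in all 3 contexts (1 of 10 each, with 0 calls in every other split). Between 0 h and 24 h SL, and between 6 h SL and 24 h SL, it was also 1 of 10 in every context. From 24 h SL to 48 h SL it was 1 of 10 in CHG and CHH, but 3 of 10 in CG, where another split gave 45 windows against 20. Between 48 h S and 6 h SL it was 1 of 10 in CG and CHG, with 4 and 3 windows, and 10 of 10 in CHH, where 0 windows were called (quasi-binomial model, 20210 at an unadjusted p below 0.05, and 0 by limma and edgeR). Between 0 h and 6 h SL 5 of 10 splits gave as many CG windows, 3 of 10 as many CHG windows and 10 of 10 as many CHH windows. Between 0 h and 48 h S these numbers were 5, 10 and 10 of 10.

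The number of CG DMRs at least 20 points lower at 48 h SL than at 0 h was 0. By means of cytosine fractions without a minimum depth, 16 of the CG DMRs that had moved by at least 20 points at any later time point were lower at 48 h SL, as were 218 CHG and 12469 CHH DMRs. The count of 0 is lower than the number quoted from the study above. It rests on summed calls and on 0 h against 48 h SL alone, whereas the study used the largest difference in its time course. With summed calls, a difference of at least 20 points between any pair of time points was found in 66 CG, 384 CHG and 16415 CHH DMRs. For CHG and for CHH these counts, which take either direction, are higher than the numbers quoted from the study above. By cytosine fractions without a minimum depth, 229 CHG and 12579 CHH DMRs had moved by at least 20 points from 0 h. Those counts lie much closer to the quoted numbers. With summed calls, the number of CG DMRs that had moved by at least 20 points from 0 h and overlapped a CHH DMR that had also done so was 1. That is lower than the number quoted from the study above.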
